# Ketamine and Active Ketamine Metabolites Regulate STAT3 and the Type I Interferon Pathway in Human Microglia: Molecular Mechanisms Linked to the Antidepressant Effects of Ketamine

**DOI:** 10.3389/fphar.2019.01302

**Published:** 2019-11-05

**Authors:** Ming-Fen Ho, Cheng Zhang, Lingxin Zhang, Hu Li, Richard M. Weinshilboum

**Keywords:** ketamine, gene expression, microglia, RNA-seq, antidepressant

## Abstract

Inflammation is an important biological process which contributes to risk for depression, in part as a result of the production of proinflammatory cytokines and of alterations in glutamatergic neurotransmission. Ketamine has anti-inflammatory properties which might contribute to its antidepressant effects. This study was designed to clarify mechanisms of action for ketamine and its active metabolites, (2*R,6R;2S,6S*)-hydroxynorketamine (HNK), which also appear to play a major role in ketamine’s rapid antidepressant effects. An HMC3 human microglial cell line was used as a model system to test a possible role for ketamine in immune response regulation that might contribute to its antidepressant effects. Our results highlight the fact that ketamine and its two active metabolites can regulate the type I interferon pathway mediated, at least partially, through signal transducer and activation of transcription 3 (STAT3) which plays a major role in the immune response. Specifically, STAT3 downstream genes that were modulated by either ketamine or its active metabolites were enriched in the “response to type I interferon” pathway. Our data also suggest that STAT3 might play a role in ketamine’s antidepressant effects, mediated, at least in part, through eukaryotic elongation factor 2 (EEF2), resulting in the augmentation of brain-derived neurotropic factor (BDNF) expression and promoting the synthesis of synaptic proteins postsynaptic density protein 95 (PSD95) and synapsin I (SYN1).

## Introduction

Neuroinflammation contributes significantly to the pathogenesis of depression, in part through the activation of microglia, cells that play a key role in the immune response in the brain (Dantzer et al., 2008). Specifically, patients with treatment resistant depression display elevated levels of inflammatory cytokines and chemokines such as interleukin 6 (IL6) and monocyte chemoattractant protein 1 (MCP-1) (Kiraly et al., 2017). It has also been reported that the antidepressant drug ketamine has anti-inflammatory effects (Kiraly et al., 2017), but the underlying molecular mechanism is not well understood. Previous studies have shown that ketamine-induced antidepressant effects involve the activation of multiple signaling pathways including the mTOR/AKT and ERK pathways (Mion and Villevieille, 2013; Sleigh et al., 2014). Activation of mTOR signaling is one of the most intensively studied of the processes that might contribute to the antidepressant effects of ketamine (Li et al., 2010; Harraz et al., 2016; Yang et al., 2018). Specifically, ketamine blocks N-methyl-D-aspartate (NMDA) receptors, and its active metabolites [*2R,6R*-HNK (hydroxynorketamine) and *2S,6S*-HNK] also contribute to its antidepressant effects, at least in part through the activation of α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptors (Collo et al., 2018; Collo et al., 2019). It has also been shown that ketamine infusion results in increased plasma glutamate concentrations in patients with refractory major depressive disorder (MDD) (Rotroff et al., 2016). Glutamate, in turn, can bind to AMPA receptors to induce depolarization as well as sodium and calcium influx through a process that involves AMPA receptors and L-type voltage gated calcium channels. This series of events results in increased brain-derived neurotropic factor (BDNF) release from synaptic vesicles. BDNF binds with high affinity to tyrosine kinase receptor B (TrkB) which leads to activation of both the ERK and AKT/mTOR pathways, increasing protein translation of postsynaptic density protein 95 (PSD95) and synapsin I (SYN1). This, in turn, facilitates synaptogenesis, and produces antidepressant and anxiolytic behavioral effects (Liu et al., 2013; Sarkar and Kabbaj, 2016).

In addition to these mechanisms, several preclinical studies have reported that female experimental animals responded to ketamine treatment better than did males (Carrier and Kabbaj, 2013; Franceschelli et al., 2015; Zanos et al., 2016; Sarkar and Kabbaj, 2016). We recently reported that ketamine and its two active metabolites are ligands for estrogen receptor alpha (ERα) (Ho et al., 2018), which might contribute to sex-related differences in ketamine efficacy (Carrier and Kabbaj, 2013; Franceschelli et al., 2015; Sarkar and Kabbaj, 2016; Zanos et al., 2016). Two thirds of MDD patients are women, and sex hormones themselves are considered inflammatory mediators, i.e., estrogens can enhance humoral immunity (Marques-Deak, et al., 2005). The role of estrogen in neuropsychiatric disorders is complex because estrogens have both neuroprotective and neuroexcitatory actions and they have been recognized as a factor that can influence both neurotransmission and immunity (Gillies and McArthur, 2010). In summary, the antidepressant effects of ketamine might be mediated, as least in part, as a result of the anti-inflammatory effects of ketamine with decreased production of proinflammatory cytokines. Against this background, we hypothesized that ketamine might influence the expression of inflammatory mediators and pathways of inflammation in microglia—cells that play a major role in immune response in the brain.

The present study was designed to 1) identify molecular signatures for ketamine and its two active metabolites in human microglial cells, the predominant immune cells in the brain which play a central role in immune response regulation in the central nervous system, and 2) to determine possible molecular mechanisms underlying ketamine’s antidepressant effects. Our studies began with a determination of genome-wide expression profiles of HMC3 cells in response to treatment with either ketamine or the two known ketamine active metabolites (2*R*,6*R*)-HNK or (2*S*,6*S*)-HNK—alone or in combination with estradiol (E2). All drug treatment conditions were optimized as described in our previous study (Ho et al., 2018). Pathway analysis of those genome-wide expression data placed a focus on the type I interferon pathway and, as a result, on the immune response. Included among the upregulated genes was signal transducer and activation of transcription 3 (STAT3), a transcription factor known to be involved in regulation of the interferon pathway (Ivashkiv and Donlin, 2014). The STAT3 DNA binding motif sequence was enriched in the genes that we found to be regulated by ketamine and its active metabolites. We also observed that the induction of STAT3 by ketamine resulted in STAT3 nuclear translocation and associated alterations in transcription regulation for a series of immune mediators involved in the “response to type I interferon” pathway. All of these observations were compatible with our results after the treatment of HMC3 cells with ketamine and its two active metabolites. We then pursued underlying mechanism(s) by which STAT3 nuclear translocation after ketamine treatment might have resulted in altered transcriptional regulation of immune mediators in the “response to type I interferon” pathway. We also demonstrated that STAT3 interacted with eukaryotic elongation factor 2 (EEF2) which can be regulated by EEF2 kinase, another protein known to play a role in the rapid antidepressant effects of ketamine (Monteggia et al., 2013). All of these observations served to emphasize the possible importance of STAT3 in the antidepressant effects of ketamine. As a result, this series of studies, as described subsequently, have enhanced our understanding of ketamine’s mechanism of action, with a focus on immune response in microglia—cells that play a major role in immunity in the brain.

## Materials and Methods

### Cell Culture and Drug Treatment

HMC3 cells (ATCC CRL-3304, Manassas, VA, USA) were cultured in Eagle’s Minimum Essential Medium (EMEM) (Cellgro, Manassas, VA, USA) supplemented with 10% fetal bovine serum (FBS) (Atlanta Biologicals, Flowery Branch, GA, USA). Ketamine hydrochloride was purchased from Pfizer (New York, NY, USA). Both (*2R,6R*)-2-amino-2-(2-chlorophenyl)-6-hydroxycyclohexanone hydrochloride (*2R,6R*-HNK) (lot number: NCGC00378227-18), and (*2S,6S*)-2-amino-2-(2-chlorophenyl)-6-hydroxycyclohexanone hydrochloride (*2S,6S*-HNK) (lot number: NCGC00373033-12) were synthesized and characterized in Dr. Craig Thomas’s laboratory at the National Center for Advancing Translational Sciences (Rockville, MD, USA). Before treatment with ketamine or the two active metabolites, cells were cultured in EMEM media containing 5% (V/V) charcoal stripped FBS for 24 h, and were subsequently cultured in FBS free Roswell Park Memorial Institute (RPMI) media for another 24 h. Cells were then treated with ketamine or with the ketamine metabolites (2*R*,6*R)*-HNK or (2*S*,6*S)-HNK* for 24 h in serum and phenol red-free medium. In some experiments, cells were exposed to 0.1 nM E2 (Sigma, St. Louis, MO, USA) together with 400 nM ketamine, (*2R,6R*)-HNK, or (*2S,6S*)-HNK, at concentrations similar to plasma concentrations observed during ketamine therapy (Zarate et al., 2012).

### RNA Sequencing and Data Analysis

Total RNA was extracted using the RNeasy mini kit (Qiagen, Valencia, CA, USA). RNA-seq experiments were conducted by the Mayo Clinic Center for Individualized Medicine Medical Genomics Facility. RNA-seq libraries were prepared with Ovation RNA-seq system v2 kit (NuGEN) according to the manufacturer’s instruction, and were sequenced using an Illumina HiSeq 2000 with eight samples in each lane using 100 bp paired end index reads. Fastq files containing paired RNASeq reads were aligned with Tophat 2.0.12 (Kim et al., 2013) against the University of California Santa Cruz (UCSC) human reference genome (hg19) using Bowtie 2.2.3 with default settings (Langmead and Salzberg, 2012). Gene level counts from uniquely mapped, non-discordant read pairs were obtained using the subRead featureCounts program (v1.4.6) (Liao et al., 2013) and gene models from the UCSC hg19 Illumina iGenomes annotation package. Differential expression analysis was also performed using the DESeq2 package with default parameters (Love et al., 2014). Pathway analysis was performed using gene set enrichment analysis (GSEA) software (Mootha et al., 2003; Subramanian et al., 2005). Gene ontology (GO) terms for each dataset were generated using The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 (https://david.ncifcrf.gov/) (Huang et al., 2008). RNA-sequencing data are available *via* the GEO accession number: GSE134782.

### Real Time PCR

The PCR reactions contained 100 ng of total RNA, 5 µl of 2X VeriQuest SYBR green qPCR master mix (Affymetrix, Santa Clara, CA USA), 0.1 µl of DNA polymerase, 1 µl of gene specific primer, and distilled water up to 10 µl final volume per reaction. Primer sets for real-time PCR are listed in **Supplementary Table 1**. Real time PCR reactions were performed in duplicate using the Applied Biosystems ViiA *7*™ Real-Time PCR System (Life Technologies, Carlsbad, CA, USA). The 2^-ΔΔCt^ method was employed for statistical data analysis.

### Immunofluorescence Staining and Confocal Imaging Analysis

HMC3 cells were grown on glass coverslips and treated with ketamine or the two active metabolites for 24 h. Cells were then fixed in 4% paraformaldehyde at room temperature for 15 min. Cells were washed in cold phosphate-buffered saline (PBS) and permeablized with 0.2% Triton X-100 in PBS. After blocking for 1 h with 3% bovine serum albumin (BSA), cells were incubated with anti-STAT3 or anti-SIN3A antibodies overnight at 4°C. The secondary antibody was used at 1:1,000 dilution for an hour. Antibodies for immunofluoresence are listed in **Supplementary Table 1**. 4′,6-diamidino-2-phenylindole (DAPI) at a concentration of 1.43 µM was used to stain the cell nuclei (blue). Slides were visualized using fluorescence microscopy (Olympus, FV1200).

### Immunoprecipitation, Mass Spectrometry, and Western Blot Analysis

HMC3 cells (1 × 10^7^) were resuspended in 1 ml immunoprecipitation (IP) lysis buffer containing 5 µl protease inhibitor cocktail (Qiagen, Valencia, CA, USA) and were incubated on ice for 30 min. Cells were then centrifuged at 12,000 *g* at 4°C for 15 min. Supernatants were collected. Protein A agarose (ThermoScientific, Madison, WI, USA) was prepared and washed with IP lysis buffer. A pre-cleaning step was performed in order to clean the background. Cell lysates containing protein A agarose beads were rotated at 4°C for an hour. Supernatant was collected after centrifugation. At this point, input (50 µl) was collected and stored at −80°C. Anti-STAT3 (1:50) antibody (Cell Signaling Technology, Danvers, MA, USA) was used to perform IP. IgG (abcam, Cambridge, MA, USA) was used as negative control. Specifically, IP samples containing protein A agarose beads were rotated at 4°C overnight. Immunoprecipitates were washed three times with ice cold lysis buffer, and proteins were eluted with 50 µl 2X Laemmli loading buffer. Proteins pulled down by anti-STAT3 antibody were separated on 4–12% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) gels for mass spectrometry (The Taplin Biological Mass Spectrometry Facility, Boston, MA, USA). In some experiments, proteins were transferred onto polyvinylidene difluoride (PVDF) membranes. After blocking, membranes were incubated with primary antibodies against STAT3 or SIN3A or EEF2 at 4°C overnight. The washed membranes were then incubated with secondary antibody (1:30,000 dilution) for an hour at room temperature. The membranes were visualized using super signal ECL substrate (Thermo Scientific, Madison, WI, USA). In some experiments, cytoplasmic and nuclear extracts were isolated using nuclear extract kit following the manufacture’s protocol (Active Motif, Carlsbad, CA, USA).

### STAT3 Chromatin Immunoprecipitation (ChIP) Assays

ChIP assays were performed using HMC cells before and after drug treatment using the EpiTect ChIP OneDay Kit (Qiagen, Valencia, CA, USA). DNA-STAT3 complexes were immunoprecipitated using antibodies against STAT3 or with normal mouse IgG as a control. Real-time PCR was used to quantify STAT3 binding. Primer sets and antibodies for ChIP assays are listed in **Supplementary Table 1**. The level of enrichment was expressed as relative enrichment above background (enrichment relative to IgG control). Data were represented as % input.

### Statistics

Real-time PCR results were analyzed using ANOVA, followed by Tukey’s multiple comparison tests for individual comparisons when significant effects were detected. Gene expression data were presented as mean ± SEM. Differences were considered significant at *p* < 0.05. GraphPad Prism Software v7 (San Diego, CA, USA) was used for data analysis.

## Results

### Gene Expression Profiles in Microglia Treated With Ketamine or Its Active Metabolites

As a first step in the present study, we set out to characterize molecular signatures of exposure to ketamine and its two active metabolites. Specifically, our study was designed to determine—as a first step—genome-wide mRNA expression profiles for HMC3 cells in response to treatment with ketamine and its two active metabolites with and without exposure to E2. 

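RNA-seq was performed on HMC3 cells, an established human microglial cell line, treated for 24 h under 8 conditions with 2 libraries each. The conditions were vehicle, 0.1 nM estradiol (E2), and 400 nM ketamine, (2R,6R)-HNK or (2S,6S)-HNK, each drug given with and without E2. HNK stands for hydroxynorketamine, the class of metabolites to which both compounds belong. The authors aligned paired reads to the UCSC hg19 genome, counted uniquely mapped and non-discordant pairs on each gene with featureCounts, and deposited the counts per gene without normalization. The paper's text does not say whether the libraries of a condition came from separate cultures. The 16 libraries held between 55300614 and 81646165 counts. The median total was 60857304 for vehicle, 60566572.5 for E2, 80517591.5 for ketamine, 68198255.5 for (2R,6R)-HNK and 57917206 for (2S,6S)-HNK. It was 62751375.5 for E2+ketamine, 73797902 for E2+(2R,6R)-HNK and 68372992 for E2+(2S,6S)-HNK. Of the counts from 1 to 9, 65.8% were even numbers, against 49.9% of the counts of 500 or more, and the counts were used as deposited. Of 25370 genes in the count table, 16004 passed edgeR's filter on low counts and were tested. A single edgeR quasi-likelihood fit was made to all 16 libraries, with TMM normalization and 8 residual degrees of freedom. It gave each log2 fold change and p-value, with Benjamini-Hochberg adjustment over genes. Each standard error was derived as the absolute log2 fold change divided by the square root of the test's F statistic. With 2 libraries against 2, no exact permutation test of a single gene can pass the 0.05 threshold, and each p-value rests on the spread pooled over the 8 conditions. Libraries of the same condition differed by 2.67 to 4.345 times the sampling variance of the counts, or 1.35 to 2.23 times with the counts halved, and the common coefficient of variation was 2.81%. Replicate numbers are shared between conditions, so a fit with the replicate number as a block was made beside each unblocked fit. Across genes, the differences between replicates of any pair of conditions correlated between -0.0258 and 0.0451, with a mean of -6.4e-05. Over the 10701 genes with a mean log2 CPM above 2, this correlation ranged from -0.147 to 0.0874.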

Drug treatment conditions had been optimized as described in our previous study (Ho et al., 2018). Specifically, the concentrations of E2 (0.1 nM), ketamine and ketamine metabolites (400 nM) used to perform these experiments were selected to fall within the physiological range for E2, and within the range of concentrations of ketamine and ketamine metabolites observed during ketamine infusion therapy for patients suffering from depression (Zarate et al., 2012; Zhao et al., 2012).

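The log2 CPM (prior count 2) of 16004 genes were entered, centred and unscaled, in a principal component analysis of the 16 libraries. The first component held 30.3% of the variance and the second 22.6%. On the first component the vehicle libraries scored -56.5 and -57.8, while the libraries given E2 alone scored -9.98 and -8.63. For 14 of the 16 libraries, the nearest other library was the replicate of the same condition. The mean distance between replicates was 45.7, against 66.5 between libraries of different conditions. None of 100000 random pairings of the libraries gave a smaller mean distance within pairs (one-sided permutation test, p = 1e-05, the smallest that this number of pairings can give). The alternative that moved this most was the use of the 500 most variable genes, with which 8 of 16 libraries had their replicate as nearest neighbour. By condition means, E2+(2R,6R)-HNK lay closest to (2S,6S)-HNK at a distance of 35.8, and E2 lay closest to (2R,6R)-HNK at 38.2. E2+(2R,6R)-HNK was at 56.4 from (2R,6R)-HNK and at 59.1 from E2. Across genes, loadings on the first component correlated with the GC content of the exons (r = 0.676 over the genes matched to an annotation).

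**Figure D1:**
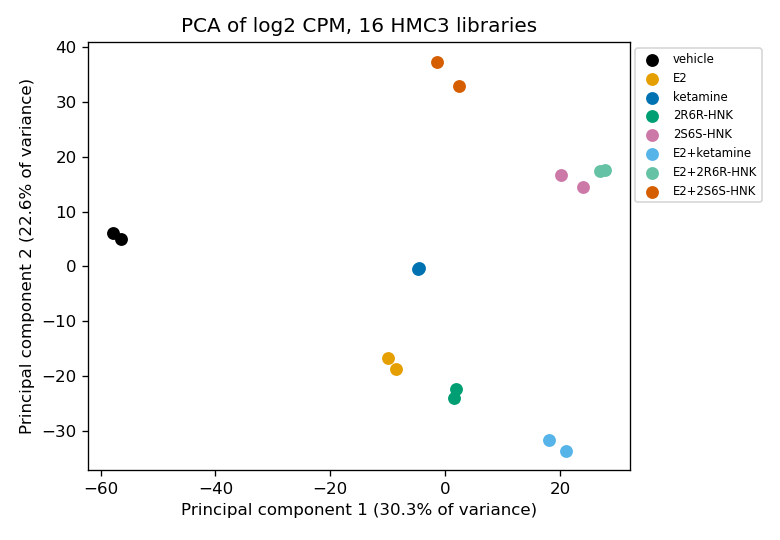
Scores of the 16 HMC3 libraries on the first and second principal components of log2 CPM, with each axis giving its share of the variance. Each point is 1 library, coloured by condition; the vehicle libraries lie at the lowest scores of the first component, and (2S,6S)-HNK and E2+(2R,6R)-HNK lie next to each other.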

Principal component analysis (PCA) of gene expression profiles showed distinct clustering for the differing drug treatment conditions, i.e. in the presence of E2 alone or together with either ketamine or the ketamine metabolites (**Figure 1A**). 

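In comparison with vehicle, 3389 genes passed an adjusted p of 0.05 with a log2 fold change of at least 1 in either direction in 1 or more of the 7 treatments (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). A fit with the replicate block gave 3379. E2 alone changed 290 genes, of which 187 rose and 103 fell. Ketamine changed 570 genes, 413 up and 157 down. (2R,6R)-HNK changed 600 genes, 292 up and 308 down, and (2S,6S)-HNK changed 1453, 838 up and 615 down. With E2, the numbers were 1765 for ketamine, 1843 for (2R,6R)-HNK and 937 for (2S,6S)-HNK. A rule set in advance (mean CPM of at least 5 and replicates on the same side of vehicle) picked genes with large changes, which include the following. Under E2, PDGFB rose by a log2 fold change of 1.09 (standard error 0.09) and PTGIS by 1.08 (0.11), while CHORDC1 fell by 1.235 (0.055) and CCDC58 by 1.19 (0.095). Under ketamine, GDF15 rose by 2.00 (0.13) and CPZ by 1.72 (0.09), while CHORDC1 fell by 1.56 (0.05) and HAS2 by 1.52 (0.11). Under (2R,6R)-HNK, CPZ rose by 1.46 (0.10) and CEBPD by 1.45 (0.09), while HAS2 fell by 1.46 (0.11). Under (2S,6S)-HNK, KCNAB2 rose by 2.78 (0.14) and CDK18 by 2.43 (0.065), while SLC30A1 fell by 2.46 (0.115) and CPA4 by 2.02 (0.03). Under E2+ketamine, GDF15 rose by 2.23 (0.13) and CEBPD by 2.04 (0.085), while IL7R fell by 1.59 (0.08) and MALAT1 by 1.57 (0.09). Under E2+(2R,6R)-HNK, KCNAB2 rose by 3.06 (0.13) and CDK18 by 2.54 (0.06), while CPA4 fell by 2.34 (0.03) and ANXA1 by 1.96 (0.04). Under E2+(2S,6S)-HNK, KCNAB2 rose by 2.52 (0.14) and TNXB by 2.29 (0.12), while SLC30A1 fell by 2.58 (0.11) and CPA4 by 2.13 (0.03). Log2 fold changes against vehicle rose with the GC content of a gene's exons under each treatment, with Spearman correlations across genes from 0.444 for E2+(2S,6S)-HNK to 0.771 for E2+ketamine. Genes are not independent replicates, and no p is given for these correlations. The alternative that moved the number of genes most was a correction of each library for GC content and length fitted together with the replicate block, with which 1716 genes passed.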

Heat map plots showed 2,990 genes for which expression was significantly altered [log2 fold change ≥1 or ≤−1, false discovery rate (FDR) < 0.05] after drug treatment as compared to vehicle treatment (**Figure 1B**). We then performed pathway analysis for each drug treatment condition. Strikingly, “response to type I interferon pathway” was the most common and most highly affected pathway in the presence of ketamine or its two active metabolites, with or without E2, all of which differed from E2 treatment alone (**Table 1**).

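A list of 59 genes of the response to type I interferon was written before the data were examined. It approximates the Gene Ontology term but is not the gene set file used in the paper. Of these genes, 52 were expressed enough to be tested. The list was compared with all other genes by limma's camera, a competitive gene set test, with an inter-gene correlation of 0.01. Its median log2 fold change against vehicle was 0.40 under ketamine, with 39 of the 52 genes higher (camera, Benjamini-Hochberg over 7 treatments after voom, adjusted p = 4.72e-05). It was 0.588 under (2R,6R)-HNK (camera adjusted p = 0.00079) and 0.588 under (2S,6S)-HNK (camera adjusted p = 0.002125), with 39 and 37 genes higher. Under E2 alone the median was 0.33, with 38 genes higher (camera adjusted p = 0.00744). With E2 the median was 0.49 for (2R,6R)-HNK (camera adjusted p = 0.00961) and 0.32 for (2S,6S)-HNK (camera adjusted p = 0.00549). With the replicate block, the medians were 0.40, 0.588 and 0.60 for ketamine, (2R,6R)-HNK and (2S,6S)-HNK (camera adjusted p = 4.64e-05, 0.000788 and 0.00207). The alternative that raised the adjusted p most for ketamine and both metabolites was the inter-gene correlation estimated from the data. With it, the camera adjusted p was 0.0606 for ketamine, 0.0679 for each metabolite and 0.081 for E2 alone. For E2 alone, a core list of interferon-stimulated genes raised it further (camera adjusted p = 0.0965). Among the 52 genes, 40 passed an adjusted p of 0.05 in either direction under ketamine, 40 under (2R,6R)-HNK and 44 under (2S,6S)-HNK (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). Adjusted over the list alone, the numbers were 40, 41 and 44. The number that passed under E2 alone was 34, or 35 over the list alone. Most genes passed the same threshold. Of all 16004 tested, 9492 passed under ketamine, 10656 under (2R,6R)-HNK, 10862 under (2S,6S)-HNK and 10007 under E2 alone. From the pathways ranked for each treatment in Table 1, the paper states that the response to type I interferon was shared by ketamine and its metabolites and set them apart from E2 alone.

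**Figure D2:**
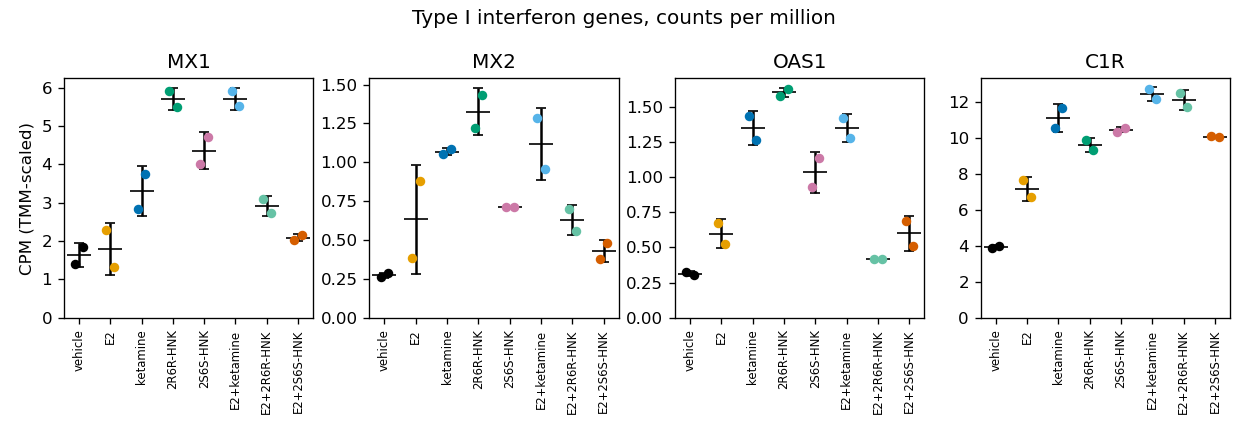
CPM (TMM-scaled) of 4 genes of the type I interferon response in each library. Points are the 2 libraries of a condition, dashes their mean and bars the SD; all 4 genes have their lowest mean in vehicle.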

**Figure 1:**
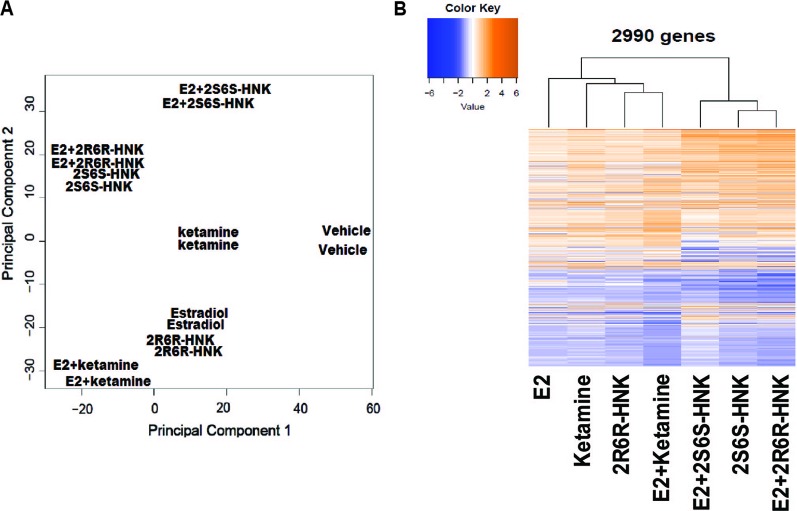
**(A)** Principal components analysis (PCA) of gene expression profiles in HMC3 cells after exposure to vehicle, estradiol (E2), ketamine, (*2R,6R*)-HNK, (*2S,6S*)-HNK, E2+ketamine, E2+(*2R,6R*)-HNK, and E2+(*2S,6S*)-HNK. **(B)** Heatmap showing expression profiles for 2,990 selected genes regulated by E2, ketamine or its metabolites.

**Table 1:** Pathway analysis.

Treatment	Pathway	Size	p value	FDR
**E2**	Terpenoid metabolic process	58	<1.0E−08	0.002272
	Synaptic transmission cholinergic	15	<1.0E−08	0.003637
	Negative regulation of coagulation	33	<1.0E−08	0.005619
	Calcium-independent cell-cell adhesion via plasma membrane cell-adhesion molecules	14	<1.0E−08	0.005923
	Regulation of calcium ion-dependent exocytosis	54	<1.0E−08	0.008802
**Ketamine**	Response to type I interferon	48	<1.0E−08	<1.0E−08
	Terpenoid metabolic process	58	<1.0E−08	8.26E−05
	Synaptic signaling	251	<1.0E−08	6.2E−05
	Humoral immune response	61	<1.0E−08	0.000104
	Cell-cell signaling	432	<1.0E−08	0.000379
**(2R,6R)-HNK**	Response to type I interferon	48	<1.0E−08	<1.0E−08
	Negative regulation of viral genome replication	39	<1.0E−08	0.002157
	Negative regulation of coagulation	33	<1.0E−08	0.002622
	Responses to interferon-gamma	83	<1.0E−08	0.005928
	Unsaturated fatty acid biosynthetic process	37	<1.0E−08	0.006488
**(2S,6S)-HNK**	Response to type I interferon	48	<1.0E−08	<1.0E−08
	Synaptic signaling	251	<1.0E−08	0.00163
	Neurotransmitter transport	95	<1.0E−08	0.001959
	Neuropeptide signaling pathway	32	<1.0E−08	0.001951
	Presynaptic process involved in synaptic transmission	79	<1.0E−08	0.002952
**E2+ketamine**	Response to type I interferon	48	<1.0E−08	<1.0E−08
	Icosanoid metabolic process	53	<1.0E−08	0.000159
	Fatty acid derivative metabolic process	53	<1.0E−08	0.000387
	Responses to interferon-gamma	83	<1.0E−08	0.000364
	Neuropeptide signaling pathway	32	<1.0E−08	0.001181
**E2+(2R,6R)-HNK**	Neuropeptide signaling pathway	32	<1.0E−08	0.002072
	Calcium-independent cell-cell adhesion via plasma membrane cell-adhesion molecules	14	<1.0E−08	0.00527
	Regulation of granulocyte chemotaxis	26	0.001815	0.009032
	Response to type I interferon	48	<1.0E−08	0.009505
	Potassium ion transport	84	<1.0E−08	0.011445
**E2+(2S,6S)-HNK**	Response to type I interferon	48	<1.0E−08	0.045259
	Citrulline metabolic process	9	0.001869	0.043259
	Neuropeptide signaling pathway	32	<1.0E−08	0.042126
	Muscle filament sliding	25	0.001658	0.044351
	Positive regulation of neutrophil migration	19	0.001656	0.044662

### Ketamine Influenced the Type I Interferon Pathway in Human Mmicroglia

We next identified 237 genes that were significantly regulated by both ketamine and the two active ketamine metabolites, (2*R*,6*R*)-HNK and (2*S*,6*S*)-HNK (**Figure 2A**). 

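With the same thresholds in each of the 3 comparisons with vehicle, 176 genes were changed by ketamine, (2R,6R)-HNK and (2S,6S)-HNK (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The replicate block left 171. Of the 176 genes, 135 were higher in all 3 comparisons, 41 were lower in all 3, and 0 differed in direction. A further 158 genes were changed by ketamine only, 250 by (2R,6R)-HNK only and 969 by (2S,6S)-HNK only. Ketamine shared 51 genes with (2R,6R)-HNK alone and 185 with (2S,6S)-HNK alone, and the metabolites shared 123 without ketamine. All 3 comparisons use the same vehicle libraries. All 176 genes changed in the same direction under E2 alone, and 87 of them passed the thresholds there. The paper's Supplementary Table 2 names 237 genes, all of which were tested, and 159 of them were among the 176. An adjusted p of 0.05 was passed in all 3 comparisons by 178 of the paper's 237 genes, whatever the fold change. The median GC content of the exons was 59.3% for the 135 genes that rose and 39.2% for the 41 that fell, against 48.7% for all genes tested. After correction of each library for GC content and length, 73 genes passed in all 3 comparisons, and 56 of these were among the 176.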

We then performed pathway analysis for these 237 genes (**Supplementary Table 2**). 

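Of the 52 genes on the type I interferon list, 4 were among the 176 genes changed by ketamine and both metabolites, where 0.572 would fall by chance (odds ratio 7.64, one-sided Fisher's exact test against 16004 genes, p = 0.00254). They were BST2, MX1, MX2 and OAS1, all of which rose. With the paper's 237 genes in place of the 176, 5 genes were shared, IFITM1 being the fifth (p = 0.00101 by the same one-sided Fisher's exact test). MX1 (ENSG00000157601) lies on chromosome 21 of GRCh37 from 42791947 to 42841998, and 562 bp of its exons overlap exons of TMPRSS2 on the other strand. Its expression was 1.63 ± 0.311 CPM (SD, n = 2) in vehicle, 3.30 ± 0.651 with ketamine, 5.70 ± 0.295 with (2R,6R)-HNK and 4.36 ± 0.484 with (2S,6S)-HNK. BST2 was counted 6 and 10 times in the vehicle libraries. Its log2 fold change under (2R,6R)-HNK was 1.24 (standard error 0.535, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0385; 0.0407 with the replicate block). It passed in 3 of 5 other settings, whose adjusted p from 0.0266 to 0.202 came from edgeR's quasi-likelihood test or DESeq2 with Benjamini-Hochberg adjustment. With 1 library left out in turn, its log2 fold change ranged from 0.654 to 1.664, on both sides of the limit of 1. Sites with the sequence TTCNNNGAA were counted from 1000 bp upstream to 100 bp downstream of each transcription start in GRCh37. Every match to the sequence was counted. The paper tested the motif with GSEA software, whose gene set files were not used here, so the measures differ. At least 1 site was present for 42 of the 168 genes with an annotated start among the 176 (25.0%), and for 23.6% of the other 15185 genes tested (odds ratio 1.08, one-sided Fisher's exact test, p = 0.36). The mean number of sites per gene was 0.292, against 0.277 (one-sided permutation test with 100000 resamples, p = 0.385). In a window of 2000 bp on each side, the odds ratio was 0.96 (one-sided Fisher's exact test, p = 0.6345). With the paper's 237 genes it was 0.987 (p = 0.559 by the same one-sided Fisher's exact test).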

Once again, strikingly, the same signaling pathway (response to type I interferon) was observed with a *p* value of 4.8E−3, and even more striking, a DNA motif sequence “TTCNNNGAA” for the STAT family was found to be significantly enriched in the promoter regions of those 237 genes with an FDR < 0.05 as determined by GSEA software (Mootha et al., 2003; Subramanian et al., 2005). It is known that the STAT family of proteins plays a major role in the immune response and that these proteins are important mediators of interferon signaling (Chen et al., 2004; Au-Yeung et al., 2013; Ivashkiv and Donlin, 2014). Therefore, we hypothesized that the STAT family might be involved in transcription regulation during ketamine treatment, so we set out to determine the subcellular localization of members of the STAT family before and after ketamine exposure. Strikingly, in the presence of ketamine, STAT3 was translocated into the nucleus where it could act as a transcription factor (**Figure 2B**). However, STAT1, STAT2, STAT5A, STAT5B, and STAT6 did not alter their subcellular localization in response to ketamine treatment (data not shown). STAT4 is not expressed in HMC3 cells. 

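STAT4 (ENSG00000138378) lies on chromosome 2 of GRCh37 from 191894302 to 192016322. It had between 0 and 35 counts per library, a median of 18 and a sum of 287 over the 16 libraries. In the smallest library, 3 counts correspond to 0.05425 CPM. By comparison, STAT3 was at 133 ± 0.2545 CPM (SD, n = 2) in vehicle. Under ketamine, each metabolite and E2 alone, no change of STAT4 was detectable at this depth, as the direction of its log2 fold change depended on which library was left out.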

STAT3 nuclear translocation was also observed in the presence of (2*R*,6*R*)-HNK or (2*S*,6*S*)-HNK in the same cell line (**Figures 2B, C**). Furthermore, STAT3 mRNA nuclear expression was induced by exposure to ketamine and (2*R*,6*R*)-HNK or (2*S*,6*S*)-HNK in human microglial HMC3 cells (**Figure 3A**). 

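Figure 3A shows 13 genes, namely STAT3, JAK1, JAK2, JAK3, SOCS1, SOCS3, MX1, MX2, OAS1, OAS2, C1R, IRF7 and IRF9. In the RNA-seq counts, 12 of the 13 passed an adjusted p of 0.05 under ketamine, 12 under (2R,6R)-HNK and 11 under (2S,6S)-HNK (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). Adjusted over the 13 genes alone, the numbers were 12, 13 and 11. Under E2 alone, 11 passed. Of all 16004 genes tested, 9492 passed this threshold under ketamine, 10656 under (2R,6R)-HNK, 10862 under (2S,6S)-HNK and 10007 under E2 alone. JAK1 fell by 0.32 to 0.62 on the log2 scale over the 3 treatments and JAK2 fell by 0.58 to 0.95, and 647 bp of the exons of JAK1 overlap LINC01359 on the same strand. After correction for GC content and length, JAK2 changed by -0.102, -0.293 and -0.163, and 10, 11 and 10 of the 13 genes passed. C1R rose by 1.50 under ketamine (standard error 0.095, adjusted p = 4.35e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 4.9e-18 with the replicate block). It rose by 1.29 under (2R,6R)-HNK and 1.41 under (2S,6S)-HNK, and 672 bp of its exons overlap those of C1RL on the same strand. MX2 rose by 1.96, 2.265 and 1.375 under ketamine, (2R,6R)-HNK and (2S,6S)-HNK, and OAS1 by 2.10, 2.34 and 1.71. In vehicle, MX2 had 16 and 17 counts and OAS1 had 20 and 18. OAS2, with 10 counts in each vehicle library, did not pass under ketamine, (2R,6R)-HNK or (2S,6S)-HNK (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.678, 0.0509 and 0.123). SOCS1 did not pass under (2S,6S)-HNK, with a log2 fold change of 0.06 (standard error 0.30, edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p = 0.879). SOCS3 rose by 0.10 under (2S,6S)-HNK and fell by 0.302 after correction for GC content and length. Over the 3 treatments, IRF7 rose by 0.62 to 0.85 and IRF9 by 0.70 to 0.90. The paper measured these genes by real-time PCR in the same samples and states that ketamine and its metabolites regulated all of them.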

We used the same set of samples to verify the expression of a series of genes identified during our RNA-seq studies, genes that were involved in the type I interferon signaling pathway (**Figure 3A**). The expression of all of these genes was significantly regulated by ketamine and (2*R*,6*R*)-HNK or (2*S*,6*S*)-HNK.

**Figure 2:**
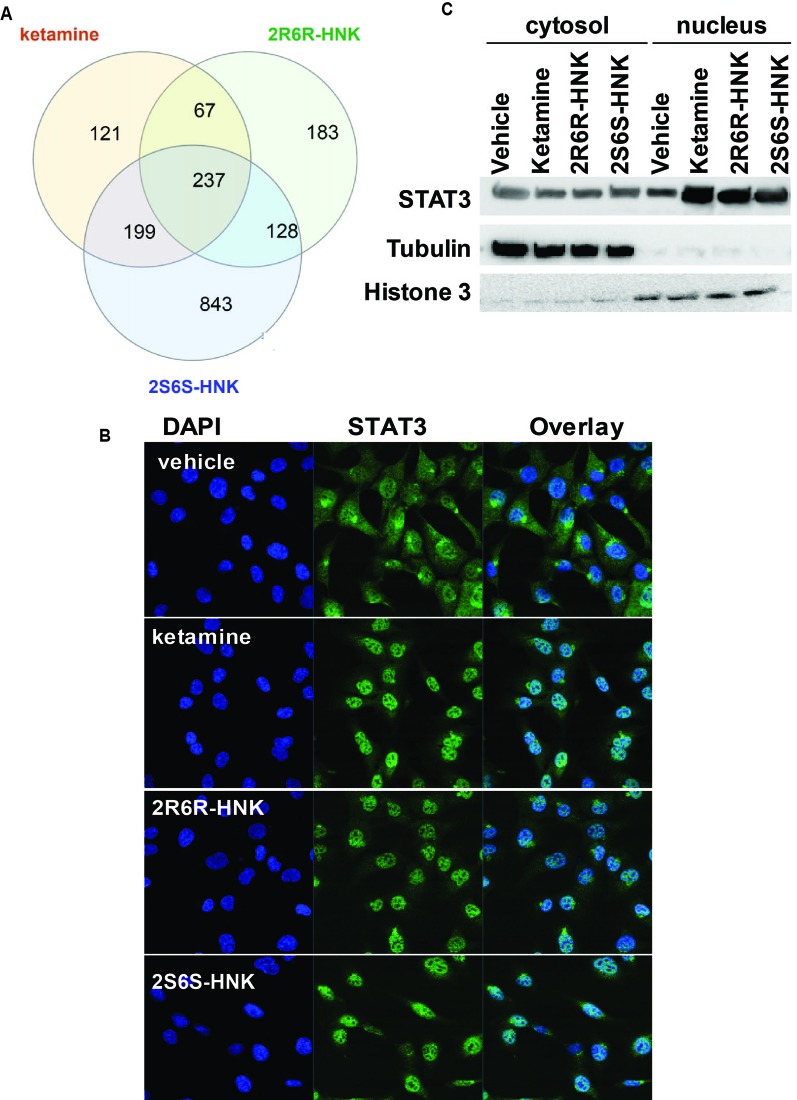
**(A)** Venn diagram showing the number of genes in HMC3 cells which were significantly altered by exposure to ketamine or the two active ketamine metabolites (*2R,6R*)-HNK and (*2S,6S*)-HNK as determined by RNA-seq. The STAT3 DNA binding motif sequence was enriched in the genes that we found to be regulated by ketamine and its active metabolites. **(B)** Immunofluorescence staining of HMCs cells showing the nuclear translocation of STAT3 after the cells were treated with ketamine (400 nM) or its two active metabolites (400 nM). **(C)** Western blot analyses of cytosolic and nuclear fractions derived from HMC3 cells before and after drug exposure. Three biological replicates were performed.

**Figure 3:**
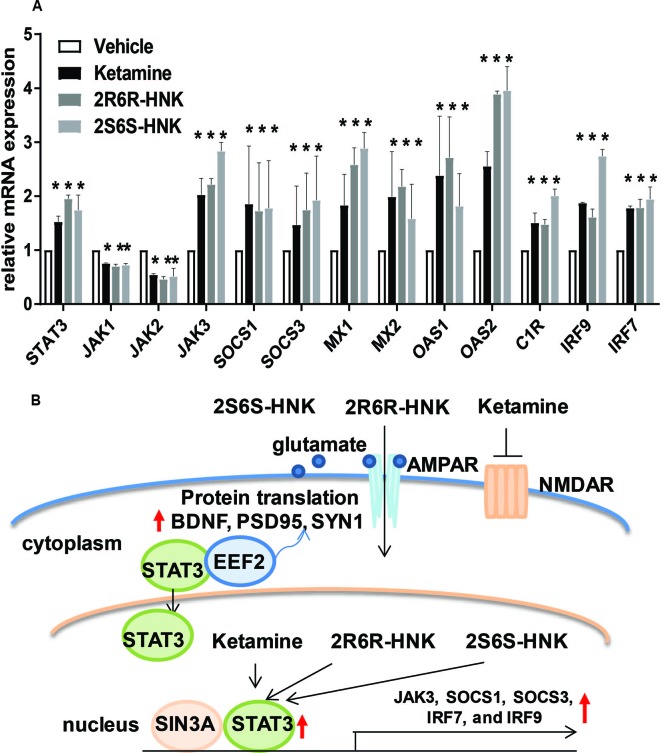
**(A)** mRNA expression of genes involved in the interferon alpha and beta signaling pathways in HMC3 cells before or after exposure to ketamine or the two active ketamine metabolites (*2R,6R*)-HNK or (*2S,6S*)-HNK. ANOVA was performed to compare gene expression, followed by Tukey’s multiple comparisons correction for significant effects. *p ≤ 0.05, as compared to vehicle treatment. Results are represented as mean ± SEM of three independent determinations. **(B)** Schematic diagram illustrating the effects of STAT3 in response to exposure to ketamine or the two active ketamine metabolites in HMC3 cells. Specifically, STAT3 translocation can occur in the presence of ketamine or its two active metabolites which, in turn, alters the expression of downstream genes in the type I interferon pathway. These STAT3 effects appeared to be mediated, at least partially, through EEF2, a protein known to regulate BDNF, PSD95, and SYN1 protein translation, all of which have been reported to contribute to ketamine’s antidepressant effects.

Since STAT3 binding motif sequences were enriched in the promoter regions of genes that significantly changed their expression in response to exposure to ketamine and its two active metabolites (**Figure 2A**), we hypothesized that the ketamine-dependent alteration in transcription for genes involved in the type I interferon signaling pathway might be mediated, at least in part, through the induction of STAT3 binding. If so, we set out to determine and characterize whether any STAT3-interacting partner proteins might also be involved in “ketamine-mediated gene expression regulation” which might be associated with the antidepressant effects of ketamine as illustrated in the working model depicted schematically in **Figure 3B**. To test that possibility, we next performed siRNA knockdown studies before and after exposure to ketamine and its two active metabolites.

### STAT3 Influenced the Type I Interferon Pathway During Ketamine Treatment

To make it possible to study the possible role of STAT3 in the type I interferon pathway, siRNA knockdown studies were performed using four independent siRNAs as well as one pooled siRNA (Dharmacon Chicago, IL, USA). The results for all of those experiments were consistent. When STAT3 was knocked down to ∼3% of baseline levels, ketamine failed to activate the expression of STAT3 (**Figure 4A**). In parallel, in the presence of ketamine or its active metabolites, the pattern of induction of gene expression for type I interferon signaling target genes was also abolished or dramatically decreased after STAT3 knockdown (**Figures 4B–D**). Specifically, silencing STAT3 by siRNA resulted in the down-regulation of the expression of JAK3, SOCS1, SOCS3, MX2, IRF7, and IRF9, as compared to control siRNA (**Figure 4B**). Furthermore, induction of the same set of genes by either ketamine or the active ketamine metabolites was lost when STAT3 was silenced by siRNA treatment (**Figures 4B–D**). These results are compatible with the conclusion that ketamine and its active metabolites can induce the expression of STAT3 and, as a result, they can activate genes encoding proteins in the type I interferon pathway.

**Figure 4:**
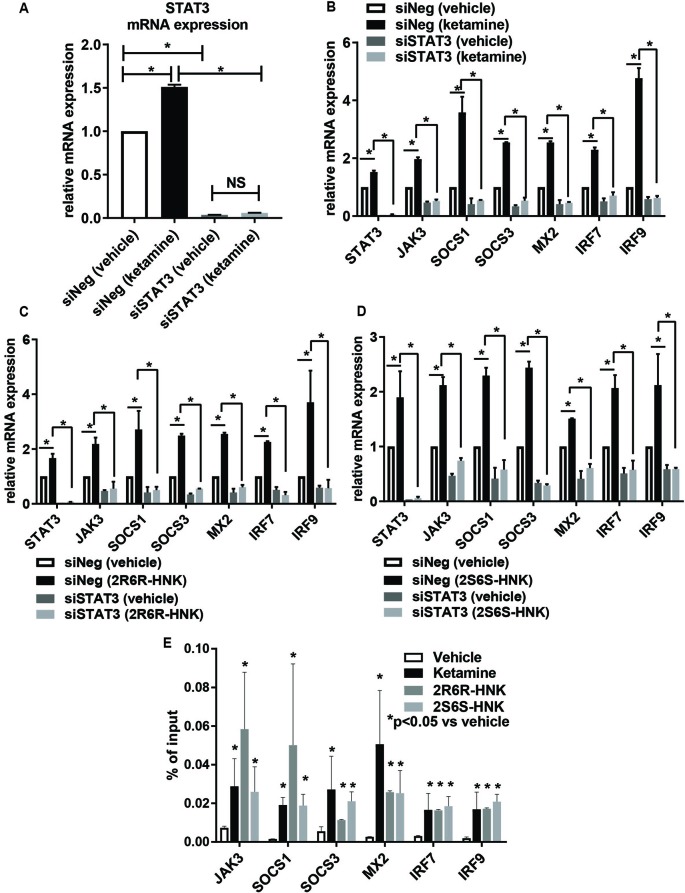
**(A)** Knockdown of STAT3 using siRNA resulted in the downregulation of STAT3 and failure to display STAT3 induction by ketamine. The induction of gene expression by ketamine **(B)** or the two active ketamine metabolites (*2R,6R*)-HNK **(C)** or (*2S,6S*)-HNK **(D)** for a series of genes involved in the interferon alpha and beta signaling pathways was abolished after STAT3 was knocked down. *p ≤ 0.05. Three biological replicates were performed. **(E)** ChIP assays showing the effect of STAT3 binding to the DNA binding motif. The level of enrichment is expressed as relative enrichment above background (enrichment relative to IgG control). Data are represented as % input, (enrichment relative to IgG control) = % input (STAT3 antibody) − % input (IgG). *p ≤ 0.05 vs. vehicle. Results are represented as mean ± SEM of three biological replicates.

We next set out to determine whether ketamine could alter STAT3 binding, thus influencing downstream transcription regulation (**Figures 4B–D**) for genes which contained STAT3 binding sites within their promoter regions as previously reported based on genome-wide STAT3 ChIP-seq studies (Tripathi et al., 2017; Davis et al., 2018). We performed STAT3 ChIP assays for six of these genes and confirmed that STAT3 occupancy increased significantly in the presence of ketamine (**Figure 4E**), results compatible with the gene expression patterns shown in **Figure 4B**. Similar results were observed in the presence of the two active ketamine metabolites (**Figures 4C–E**). STAT3 is a transcription factor, as supported by the data shown graphically in **Figure 4E**, but whether that is the only molecular mechanism involved in its relationship to ketamine’s effects was unclear. Therefore, the next series of experiments was designed to test the possibility that protein-protein interactions which might also contribute to “ketamine-mediated transcription regulation” in the type I interferon pathway. Specifically STAT3 protein interactions were determined using mass spectrometry analysis of proteins immunopurified by STAT3 pull down from HMC3 cell preparations.

### STAT3 Protein Complexes From Pull Down Studies

We identified 721 proteins which could interact with STAT3 in HMC3 cells (**Supplementary Table 4**). We did not observe any proteins associated with response to the type I interferon pathway as shown in **Figure 3** among the STAT3 protein complexes determined by mass spectrometry. However, SIN3A, a transcription co-repressor of STAT3 is present in the STAT3 protein complex. We confirmed that observation by Co-IP (**Figure 5A**). It has been reported that the SIN3A repressor complex is a master regulator of STAT3 dependent transcriptional activity and is required for interferon stimulated gene transcription (Icardi et al., 2012). Specifically, knockdown of SIN3A substantially increased STAT3 expression in the nucleus after stimulation (Icardi et al., 2012). 

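SIN3A (ENSG00000169375; chromosome 15 of GRCh37, 75661720 to 75748183) was expressed at 102 ± 3.15 CPM (SD, n = 2) in vehicle. It was at 91.9 ± 1.47 CPM with ketamine, 74.1 ± 0.138 CPM with (2R,6R)-HNK and 81.1 ± 1.63 CPM with (2S,6S)-HNK. The log2 fold changes were -0.15, -0.46 and -0.33 (standard errors 0.04, 0.04 and 0.04; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.000274, 1.05e-15 and 4.13e-11). With the replicate block, these adjusted p-values from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment were 0.00039, 8.79e-15 and 1.535e-10. With 1 library left out in turn, the fold change under ketamine stayed between -0.185 and -0.122. E2 alone also lowered SIN3A, by a log2 fold change of -0.29 (standard error 0.04). After correction of each library for GC content and length, the log2 fold changes under ketamine and the metabolites were 0.06, -0.075 and -0.01 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.137, 0.0562 and 0.765). STAT3 (ENSG00000168610; chromosome 17, 40465342 to 40540558) rose by log2 fold changes of 0.24, 0.17 and 0.51 (standard errors 0.03, 0.03 and 0.03; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 4.45e-10, 9.99e-07 and 3.3e-21). The adjusted p-values with the replicate block from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment were 1.25e-09, 1.75e-06 and 6.39e-20. E2 alone raised STAT3 by 0.18.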

Our RNA-seq data showed that SIN3A expression was significantly downregulated in the presence of ketamine and its active two metabolites, while the expression of STAT3 was upregulated, results consistent with expression of these two proteins (**Figure 5B**). It should be pointed out that, in the presence of ketamine SIN3A was also co-localized with STAT3 in the nucleus (**Figure 5C**) where it acts as a transcription factor and can influence downstream gene expression.

**Figure 5:**
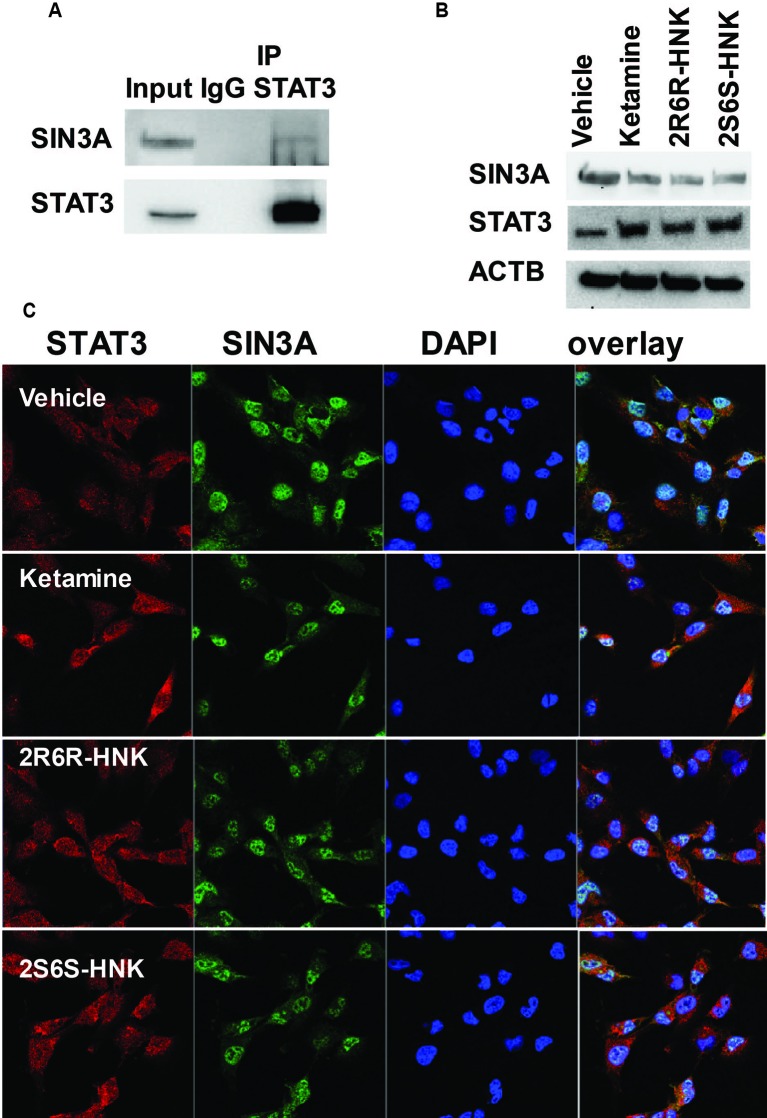
**(A)** Co-immunoprecipitation was used to determine whether STAT3 protein interacted with SIN3A in HMC3 cells. **(B)** STAT3 and SIN3A protein expression could be altered by exposure to ketamine, (*2R,6R*)-HNK or (*2S,6S*)-HNK. **(C)** Immunofluorescence staining of HMC3 cells showing the nuclear co-location of STAT3 and SIN3A after the cells had been treated with ketamine or its two active metabolites. Three biological replicates were performed.

In addition, among the 721 genes in the STAT3 protein complex the mRNA expression for 570 genes (172 upregulated and 397 down-regulated) was significantly altered by ketamine (FDR < 0.05) based on our RNA-seq data. 

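Supplementary Table 4 lists the proteins of the STAT3 complex on 720 lines with 711 distinct names, 2 of which read as dates. Of these names, 693 were in the count table and 679 were tested. Under ketamine, 577 of the 679 passed an adjusted p of 0.05 without a limit on the fold change, 155 higher and 422 lower (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the 679 genes alone, 581 passed. In the fit with the replicate block, 575 passed. The split by direction depended on the normalization, as 223 were higher and 355 lower with upper-quartile normalization. The 577 genes are 85.0% of those tested, against 59.3% of all genes. Their fold changes were small, with a median absolute log2 fold change of 0.273 over the 679 genes, and 8 of them passed a log2 fold change of 1. Genes of this list are highly expressed, which narrows their error. In 10000 random lists matched to it in 20 bins of mean expression, the median number with an adjusted p under 0.05 was 546, and 95% of the lists lay between 529 and 562. When lists were matched in 8 bins of expression and 5 of GC content, the median was 561 and 95% of the lists lay between 545 and 578, against 576 for the 678 genes with a known GC content. E2 alone changed 613 of the 679 genes at the same threshold.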

“Translation elongation” was the most significant pathway associated with genes included in the STAT3 protein complex. Furthermore, EEF2 protein was found to be the most abundant protein in the STAT3 protein complex. It was detected on the basis of 13 unique peptides corresponding to 21.2% amino acid sequence coverage spanning the EEF2 protein. We subsequently verified the interaction between STAT3 and EEF2 by Co-IP (**Figure 6A**). Moreover, knockdown of STAT3 resulted in the down-regulation in EEF2 in HMC3 cells (**Figure 6B**), and induction of STAT3 and of EEF2 was observed after cells were exposed to ketamine or its active metabolites (**Figure 6C**). This induction was accompanied by an upregulation of BDNF, PSD95 (also known as DLG4) and SYN1 after exposure to either ketamine or the two active ketamine metabolites as determined by RNA-seq and by Western blot analysis (**Figure 6C**), all protein that have been implicated as critical factors for synaptic plasticity. Furthermore, EEF2 can be regulated by EEF2 kinase which has been reported to play a role in the rapid antidepressant effects of ketamine (Monteggia et al., 2013). 

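BDNF (ENSG00000176697; chromosome 11 of GRCh37, 27676440 to 27743605) was at 29.7 ± 0.71 CPM (SD, n = 2) in vehicle, 33.5 ± 1.42 with ketamine, 21.4 ± 0.587 with (2R,6R)-HNK and 24.8 ± 0.858 with (2S,6S)-HNK. It rose under ketamine, with a log2 fold change of 0.17 (standard error 0.055, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00566; 0.00541 with the replicate block). It fell by 0.48 under (2R,6R)-HNK and by 0.26 under (2S,6S)-HNK (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 3.88e-10 and 8.55e-05). Tested directly, BDNF was higher under ketamine than under (2R,6R)-HNK by 0.65 and than under (2S,6S)-HNK by 0.44 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 6.18e-14 and 6.12e-09). Exons of BDNF and its antisense gene BDNF-AS overlap over 988 bp, and whether the counting used strand is not stated. DLG4, which encodes PSD95, rose by 0.66, 0.41 and 1.07 under ketamine, (2R,6R)-HNK and (2S,6S)-HNK, with standard errors of 0.07, 0.07 and 0.07, and 49 bp of its exons overlap ACADVL. SYN1 was at 0.455 ± 0.0501 CPM in vehicle, with 30 and 25 counts. Its log2 fold changes were 0.305, 0.74 and 1.085 (standard errors 0.37, 0.37 and 0.36; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.501, 0.072 and 0.00712). With 1 library left out in turn, they ranged from 0.152 to 0.441, from 0.296 to 1.032 and from 0.976 to 1.2. EEF2 was at 3650 ± 49.4 CPM in vehicle and rose by log2 fold changes of 0.28, 0.47 and 0.63 (standard error 0.02 for each). After correction of each library for GC content and length, these became 0.03, 0.02 and 0.21, and the rise of DLG4 under (2R,6R)-HNK became 0.105 (edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p = 0.185). E2 alone moved these genes too. With 1 library left out in turn, log2 fold changes under E2 ranged from 0.309 to 0.338 for EEF2 and from 0.277 to 0.457 for DLG4. They ranged from 0.595 to 1.004 for SYN1 and from -0.281 to -0.202 for BDNF.

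**Figure D3:**
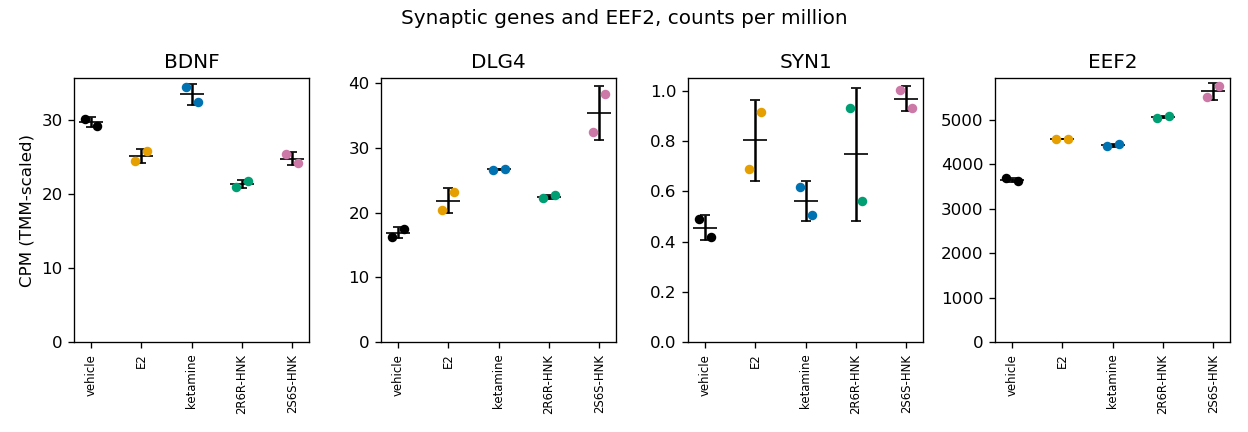
CPM (TMM-scaled) of BDNF, DLG4, SYN1 and EEF2 in vehicle and after E2, ketamine and the metabolites given alone. Points are the 2 libraries of a condition, dashes their mean and bars the SD. BDNF lies above vehicle with ketamine and below it with E2 and with both metabolites.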

Ketamine treatment blocks NMDA receptor activity and leads to the inhibition of EEF2 kinase and the dephosphorylation of EEF2, which in turn promotes BDNF, PSD95 and SYN1 protein translation—all of which have been reported contribute to the antidepressant effects of ketamine (Zunszain et al., 2013).

**Figure 6:**
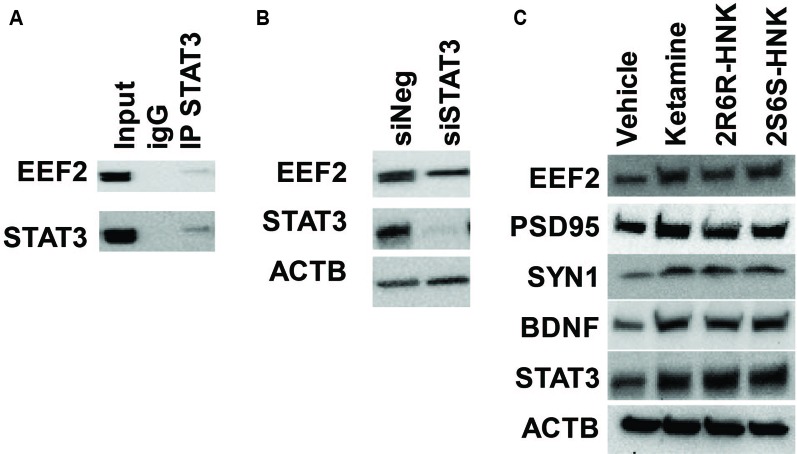
**(A)** Co-immunoprecipitation was used to determine whether STAT3 protein interacted with EEF2 in HMC3 cells. **(B)** Knockdown of STAT3 resulted in the down-regulation of EEF2 expression in HMC3 cells. **(C)** STAT3 could be induced by ketamine, (*2R,6R*)-HNK or (*2S,6S*)-HNK, and this effect was accompanied by augmentation of EEF2, PSD95, SYN1, and BDNF protein expression. Experiments were performed at least three times.

In summary, this series of experiments suggests that an important transcription factor, STAT3, may play a significant role in response to ketamine therapy. That may be true, in part, as a result of STAT3 translocation into the nucleus in the presence of ketamine, which in turn, alters the expression of downstream genes involved in the type I interferon pathway. We also showed that STAT3 interacted with EEF2, a downstream target of mTOR signaling that is involved in the regulation of translation.

## Discussion

MDD is the most common psychiatric illness worldwide, with an estimated prevalence of approximately 7% in adults (Lépine and Briley, 2011). Esketamine has recently been approved by the Food and Drug Administration (FDA) for the treatment of “resistant depression,” defined as inadequate response to at least two antidepressant agents after adequate dosage and duration of therapy. Neuroinflammation plays an important role in the pathogenesis of depression and the response to antidepressants. Specifically, increased levels of pro-inflammatory cytokines, i.e., TNF, IL6, and IL1β, have been observed in depressed patients (Yang et al., 2015; Kiraly et al., 2017). It has also been shown that ketamine has anti-inflammatory properties that might contribute to its antidepressant effects (Yang et al., 2015), e.g., in patients with treatment resistant depression, serum IL6 concentrations were decreased only in patients who responded to ketamine therapy (Yang et al., 2015). However, it is unclear whether the active ketamine metabolites, i.e., (*2R,6R*)-HNK and (*2S,6S*)-HNK, also have anti-inflammatory properties.

The results of the present study indicate that STAT3 might not only play an important role in transcription regulation of genes involved in the type I interferon signaling pathway but also that it may play a role in protein translation regulation for synaptic plasticity markers. These results could help to increase our understanding of ketamine’s molecular and cellular mechanisms of action in microglia.

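Across the 16004 genes tested, log2 fold changes against vehicle correlated between ketamine and (2R,6R)-HNK with a Pearson r of 0.761 and a Spearman rho of 0.80. The values were 0.783 and 0.815 for ketamine and (2S,6S)-HNK, and 0.728 and 0.787 for the metabolites with each other. These are correlations across genes, which are not independent replicates, so no p is given. Because each pair of profiles shares the vehicle libraries, the correlation was also computed with a separate vehicle library for each profile. It was then 0.574, 0.616 and 0.598. With 1 library left out in turn, chosen after the data were seen, r ranged from 0.5842 to 0.8193, from 0.6207 to 0.8256 and from 0.5526 to 0.7822. The profile of E2 alone correlated with those of ketamine, (2R,6R)-HNK and (2S,6S)-HNK with a Pearson r of 0.744, 0.796 and 0.702. With a separate vehicle library for each profile, these values were 0.544, 0.624 and 0.551.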

Our results have demonstrated that exposure to ketamine and two ketamine active metabolites results in similar gene expression profiles in microglia. Specifically, we found that “response to type I interferon” was the most significant pathway associated with changes in expression after treatment with ketamine and the two active ketamine metabolites that we studied (**Figure 3A**). They have also shown that changes in STAT3 intracellular localization (**Figure 2B**) by ketamine or its metabolites is associated with regulation of the expression of downstream genes (**Figures 4B–E**). STAT3 is an important transcription factor and signaling mediator for a series of proinflammatory cytokines such as IL6 and IL10 which can regulate important signaling pathways such as the NF-κB, AKT/PI3K/mTOR, and type I interferon pathways (van Boxel-Dezaire et al., 2006). These molecular mechanism(s) could be multifactorial in nature as a result of ketamine’s effects on neurotransmission, neuroinflammation and intracellular signaling. In addition, STAT3 might not only play an important role in immune response but also in the antidepressant effects of ketamine, effects that are mediated, at least in part, through interaction with EEF2. We demonstrated that STAT3 interacts with EEF2, and that both STAT3 and EEF2 can be induced by ketamine and its active metabolites (Figure 6C). EEF2 has been implicated in protein translation, synaptic plasticity and memory consolidation (Taha et al., 2013). It had been reported previously that ketamine could induce the dephosphorylation of EEF2, which in turn, resulted in increased expression of target genes such as BDNF which can trigger fast-acting antidepressant effects in mice (Monteggia et al., 2013). The role of STAT3 in both ketamine’s mechanism of action and in depression pathophysiology remains unclear. A recent preclinical study showed that ketamine activates JAK2/STAT3 signaling in the orbitofrontal cortex and improves stress-induced reversal learning deficit (Patton et al., 2017). Ketamine activates JAK2/STAT3 signaling through phosphorylation in cortical neurons, however, the effect is transient which might be due to negative feedback proteins such as SOCS3 (Patton et al., 2017). STAT3 also plays a major role in synaptic plasticity. Inhibition of STAT3 blocked NMDAR-long term depression, one of the major forms of synaptic plasticity in the brain (McGregor et al., 2017). Finally, a previous study showed that dysfunction of STAT3 in microglia might alleviate anti-depressant behavior in mice (Kwon et al., 2017).

Sex-dependent ketamine antidepressant effects have been observed in rodent models of depression (Carrier and Kabbaj, 2013; Franceschelli et al., 2015; Zanos et al., 2016; Sarkar and Kabbaj, 2016). However, a recent clinical trial suggested that there was not a significant difference between depressed men and women in ketamine response, and also that menopausal status did not influence response to ketamine therapy (Freeman et al., 2019). While many clinical and preclinical studies have provided evidence in support of ketamine’s rapid antidepressant effects (Scheuing et al., 2015; Zarate and Machado-Vieira, 2017), the mechanism of action of ketamine as an antidepressant remains unclear. Our pathway analysis of RNA-seq data demonstrated that gene expression profiles after E2 treatment differed from patterns seen after ketamine treatment (**Table 1**). However, in response to treatment with ketamine and treatment with ketamine plus E2, “response to type I interferon” was the pathway most significantly associated with changes in expression after drug exposure (**Table 1**). 

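Of 52 interferon-response genes, 36 were higher under ketamine than under E2 alone, with a median log2 difference of 0.15 (limma's camera with voom, Benjamini-Hochberg over 3 drugs, adjusted p = 0.000958; 0.000878 with the replicate block). The median difference was 0.16 for (2R,6R)-HNK and 0.20 for (2S,6S)-HNK (camera adjusted p = 6.32e-06 and 0.00718). With the inter-gene correlation estimated from the data, the camera adjusted p for (2S,6S)-HNK was 0.073. From the pathways in Table 1, the paper states that the profile after E2 differed from that after ketamine.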

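Under E2+ketamine, the median log2 fold change of the list against vehicle was 0.74, and 39 of 52 genes were higher (limma's camera with voom and Benjamini-Hochberg adjustment, adjusted p = 0.002125; 0.00207 with the replicate block). Of the 52 genes, 15 rose by a log2 fold change of at least 1 with an adjusted p under 0.05, against 6 under ketamine alone. With the inter-gene correlation estimated from the data, the camera adjusted p was 0.0679. After correction of each library for GC content and length, the median was 0.273 under E2+ketamine and 0.306 under ketamine alone. The numbers that rose by at least 1 were then 10 and 5.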

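ISG15, OAS3 and MX1, the genes named for type I interferon signaling in Supplementary Table 3, were compared between E2+ketamine and each agent alone. ISG15 was at 73.8 ± 2.66 CPM (SD, n = 2) with E2+ketamine, 42.5 ± 0.568 with ketamine and 38.9 ± 1.39 with E2. Its log2 fold change between E2+ketamine and ketamine was 0.80 (standard error 0.045, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 6.975e-21; 1.54e-19 with the replicate block). OAS3 differed by 0.625 (standard error 0.07) and MX1 by 0.79 (standard error 0.15) in the same comparison. After correction for GC content and length, the differences were 0.295 for ISG15, 0.741 for OAS3 and 0.875 for MX1. Against E2 alone, ISG15 was higher by 0.92, OAS3 by 0.99 and MX1 by 1.66.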

Although this pathway was in common between ketamine and ketamine plus E2 treatment, we found that the degree of change in expression levels appeared to differ (**Figure 1B**). 

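Genes with an adjusted p under 0.05 for E2+ketamine against ketamine and for E2+ketamine against E2, in the same direction in both, numbered 6760 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 3354 were higher and 3406 lower. The fit with the replicate block gave 6738. The criterion moved it most, as 48 genes passed when a log2 fold change of at least 1 was required in both comparisons, 14 higher and 34 lower. After correction of each library for GC content and length, 3722 genes passed without a limit on the fold change. A limit on the direction against vehicle as well left 6556 genes.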

Specifically, 155 genes could be up-regulated or down-regulated further (FDR < 0.05) in the presence of ketamine plus E2 as compared to ketamine or E2 treatment alone. 

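The genes named in the pathways of Supplementary Table 3 numbered 202, of which 197 were tested and 193 were among the 6760. As 202 exceeds the 155 genes that the paper gives, these names cannot all belong to that list. Of the 52 type I interferon genes tested, 27 were among the 6760, where 21.96 would fall by chance (odds ratio 1.48, one-sided Fisher's exact test against 16004 genes, p = 0.102). When a change in the same direction against vehicle was also required, the odds ratio was 1.56 (one-sided Fisher's exact test, p = 0.072).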

Among these genes, the response to type I interferon pathway was once again observed during the pathway analysis (**Supplementary Table 3**).

The present study used a human microglial cell line, HMC3, to perform functional genomic studies. To our knowledge, this is currently the only commercially available human microglia cell line. Obviously, all cell lines have limitations. Therefore, our observations will have to be replicated by future studies conducted with clinical samples and/or patient-derived induced pluripotent stem cells (iPSCs) which can be differentiated into different types of central nervous system cells, i.e. iPSC-derived microglia. However, the results reported here represent a potentially important step in the process of obtaining functional insight into molecular mechanisms of action for ketamine and its active metabolites.

In summary, the present study has highlighted the fact that ketamine and its two active metabolites can regulate the type I interferon pathway mediated, at least in part, through STAT3. Specifically, genes that were modulated by either ketamine or its active metabolites were enriched in the “response to type I interferon” signaling pathway. Our data also raise the possibility that STAT3, which plays a critical role in the immune response, might also play a role in the antidepressant effects of ketamine, mediated in this case, at least in part, through EEF2, a protein that plays a role in BDNF, PSD95 and SYN1 translation—all of which are genes that have been shown to contribute to the antidepressant effects of ketamine.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI, accession number GSE134782.

## Author Contributions

Participated in research design: M-FH, CZ, LZ, HL, and RW. Conducted experiments: M-FH and LZ. Performed data analysis and interpretation: M-FH, CZ, LZ, HL, and RW. Wrote or contributed to the writing of the manuscript: M-FH, LZ, and RW. All authors have given final approval of the version to be published.

## Funding

This work was supported in part by National Institutes of Health grants R01 GM28157, R01 AA27486, U19 GM61388 (the Pharmacogenomics Research Network), K01 AA28050, and by the Mayo Clinic Center for Individualized Medicine.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

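The data are 16 RNA-seq libraries of HMC3 cells, 2 for each of 8 conditions: vehicle, E2 (0.1 nM), ketamine, (2R,6R)-HNK and (2S,6S)-HNK (400 nM each), and each of the 3 drugs with E2, all for 24 h. The authors made amplified cDNA libraries, sequenced them as paired reads, aligned them to UCSC hg19 with Tophat and Bowtie, and counted uniquely mapped, non-discordant pairs with featureCounts. The values the authors deposited are counts per gene, without normalization, for each library separately. Strandedness of the counting and the assignment of libraries to lanes are not given in the paper's text. The paper's methods name DESeq2 with default parameters but not which groups entered a fit. Each library held 55300614 to 81646165 counts, and the 10 genes with most counts took 7.55% to 9.08% of a library. The even share of low counts is described with the data. The counts were halved to see how the results would change if both reads of a pair had been counted. Halving cannot show whether they were.

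Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were filtered with filterByExpr, which kept 16004 of 25370, and normalized by TMM. One quasi-likelihood fit with a mean for each of the 8 groups gave all comparisons, and p-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called changed at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, which are the paper's criteria; no limit on the fold change was used for the STAT3 complex, for the genes changed further by E2+ketamine, or for the interactions. An interaction is the effect of a drug in the presence of E2 minus its effect in its absence. The 2 libraries per condition allow no permutation test of a single gene, so all adjusted p-values rest on the fitted model.

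Gene positions, exon lengths, GC content and transcription starts came from GENCODE gene models on GRCh37, which has the same chromosome sequences as hg19. Of the 25370 genes, 21539 matched by symbol and 1493 by an older symbol, and 95.9% of the genes tested had a GC content and length. The GC and length correction is a loess fit (span 0.5) for each library of log2 CPM minus the gene's mean on GC content and then on log2 exon length, used as an offset. It removes any change in the cells that follows GC content along with any bias of the libraries.

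The type I interferon list (59 genes) and a core list of interferon-stimulated genes (48 genes) were written from general knowledge before the data were examined. They were tested with camera on voom weights, and with 10000 permutations in fgsea. The paper's gene set files and its DAVID pathway tables were not used here. Lists of Supplementary Tables 2, 3 and 4 were used as printed. The genes named in the text are those the paper names, the genes of the type I interferon list changed by ketamine and both metabolites, and the 2 largest rises and 2 largest falls per treatment with a mean of at least 5 CPM and replicates on the same side of vehicle. The genes that Supplementary Table 3 names for type I interferon signaling and as metallothioneins were set before the counts were examined. SLC39A10 and the other metallothioneins were chosen after the values of MT1E and SLC30A1 had been seen, but before their own. ESR2 and GPER1 were chosen after the data were seen. Some single genes that these rules pick are not reported here.

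The replicate numbers used as a block come from the labels of the libraries. Alternatives were DESeq2 on all libraries or on the groups compared only, edgeR on the groups compared only, no filter or at least 10 counts in every library, upper-quartile normalization, the replicate block, the GC and length correction, both together, other gene lists, an inter-gene correlation estimated from the data, other windows, and each library left out in turn. Halved counts, counts thinned to the smallest library, the replicate block with the E2+ketamine numbers crossed, and the GC and length correction of the interferon list, of its share of the genes changed by ketamine and both metabolites, of single genes and of the correlations, and the correlations with 1 library left out, were added after the data were seen. Leaving out a library leaves 1 in an arm, so only fold changes are given for those fits.

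The scripts were tested on simulated data. Counts for 16004 genes were drawn from the real means, dispersions and library sizes, with 200 genes changed by a log2 fold change of 1.5. edgeR recovered 100% of them with 2 false calls, and DESeq2 recovered 100% with 1. When a trend with GC content was added to the ketamine libraries, edgeR recovered 80.5% with 671 false calls, and with the correction it recovered 99.5% with 1 false call. Of 200 random lists of 52 unchanged genes, 2 had a camera p under 0.05. The means, dispersions and library sizes that set the draws build in no correlation between genes. The random lists therefore cannot show whether camera's fixed inter-gene correlation controls error for lists of correlated genes.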

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

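The test of relabelled conditions and the tests of metallothioneins not examined earlier and of SLC39A10 were set before their results were seen; the other tests in this part were chosen after.

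The effect of each drug differed with and without E2 for many genes. The interaction passed an adjusted p of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) for 6009 genes with ketamine, 9063 with (2R,6R)-HNK and 10418 with (2S,6S)-HNK. The median interaction of the type I interferon list was -0.061, -0.19 and -0.665 on the log2 scale (camera adjusted p = 0.0196, 0.008225 and 0.007145). With the inter-gene correlation estimated from the data, none of the 3 medians passed (camera adjusted p = 0.112, 0.0991 and 0.0991). After the GC and length correction, the medians were -0.105, -0.176 and -0.25 (camera adjusted p = 0.06545, 0.032 and 0.00618). The paper does not report a test of these interactions. With every library thinned to the smallest total, the numbers of genes fell only slightly, to 5780, 8896 and 10339. Library depth is therefore unlikely to account for most of these interactions. GC content or gene length bias would leave few genes after correction, and the fewest was 5462. Among interactions of at least 1 on the log2 scale, however, the correction gave 281 genes against 1714 for (2S,6S)-HNK, 522 against 909 for (2R,6R)-HNK and 286 against 292 for ketamine, so this bias could account for most of the large ones with (2S,6S)-HNK. A difference between cultures or library batches that follows neither E2 nor the drug could give the same interactions. By condition means, 6 of the 8 conditions lay nearest to a condition with which they shared neither E2 status nor drug. A mislabelled condition could do so too. Of the 5040 assignments of the 7 treated conditions to their labels, 16.3% gave a smaller sum of squared interactions than the labels as given. These values cannot tell an interaction of E2 with the drugs apart from a batch or a mislabelled condition.

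Genes outside those the paper discusses changed strongly. SLC30A1, a zinc exporter, was at 13.3 ± 0.044 CPM (SD, n = 2) in vehicle and 2.42 ± 0.212 CPM with (2S,6S)-HNK, a log2 fold change of -2.46. The metallothionein MT1E changed by -1.8 with (2S,6S)-HNK and by 0.64 with (2R,6R)-HNK, and the other metallothioneins MT2A, MT1X and MT1F moved in the same directions as MT1E under each metabolite. SLC30A1, which is not a metallothionein, differed between (2R,6R)-HNK and (2S,6S)-HNK by 2.36. Its change was known before this comparison and says nothing on reads shared between paralogs or pseudogenes of the metallothioneins, which were not tested further. The difference in MT1E was 2.442, and 2.331 after the GC and length correction. The GC slopes of the 2 metabolites were close to each other, so the correction had little to remove and is a weak test of that bias here. If the drug given were the reason and E2 did not modify its effect, MT1E should move in the same direction with and without E2. It changed by -0.53 with ketamine and by 0.749 with E2+ketamine, and by -0.588 with E2+(2R,6R)-HNK. A drug effect modified by E2 could give these changes of sign too, so they do not decide on the drug. With (2S,6S)-HNK the direction was kept, as MT1E changed by -2.028 and SLC30A1 by -2.581 with E2+(2S,6S)-HNK. MT2A, MT1X and MT1F also stayed higher with E2+(2R,6R)-HNK, by 0.217, 0.299 and 0.027. An effect of (2S,6S)-HNK itself is therefore not set aside. A difference in zinc between the cultures may be a candidate explanation. SLC39A10, a zinc importer, was lower with (2R,6R)-HNK than with (2S,6S)-HNK by a log2 fold change of -1.13, the direction set beforehand for less zinc with (2S,6S)-HNK. Against vehicle, however, it changed by -0.996 with (2R,6R)-HNK and by only 0.137 with (2S,6S)-HNK, while SLC30A1 changed by -0.103 with (2R,6R)-HNK. For the metabolites given alone, the difference in SLC39A10 thus lies in the other arm than the falls of SLC30A1 and MT1E. With E2 the picture was mixed. SLC39A10 changed by 0.502 with E2+(2S,6S)-HNK and by -1.082 with E2+ketamine, each time opposite in sign to MT1E, as zinc would give. With E2+(2R,6R)-HNK it changed by -0.73, while MT1E fell too. The 4 other metallothioneins that could be tested had a median difference of 0.758; 3 of the 4 were higher with (2R,6R)-HNK, and 0 of the 4 passed an adjusted p of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Standard errors of 0.675, 0.839 and 0.457 for MT1A, MT1G and MT3 left little chance to pass, so these 3 genes say little for or against it. MT1L, with a standard error of 0.059, differed by -0.028, and by -0.174 after the GC and length correction. That would go against a difference in zinc only if the reads counted for MT1L are its own. Reads shared between paralogs or pseudogenes were not tested, so MT1L does not decide. The pattern cannot be told apart from a difference between cultures or library batches.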

How the results depend on the processing

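All settings in this part were chosen before the data were examined except halved and thinned counts, the crossed replicate numbers, and the GC and length correction of single genes, of the interferon list and of the correlations, and the correlations with 1 library left out, which were added after. The cause of a change was not tested unless a value is given for it.

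The number of genes changed by ketamine ranged from 380 to 654 over the 12 fits, and the number of STAT3 complex genes from 549 to 596. Counts that left the range of 1.5 times their value did so mainly after the GC and length correction. With it, E2 changed 143 genes in place of 290, (2R,6R)-HNK 234 in place of 600, (2S,6S)-HNK 783 in place of 1453, E2+ketamine 411 in place of 1765 and E2+(2R,6R)-HNK 954 in place of 1843. Genes changed by at least 1 treatment numbered 1734 in place of 3389, those changed by ketamine and both metabolites 73 in place of 176, those changed further by E2+ketamine 3722 in place of 6760, and those with an E2 by (2S,6S)-HNK interaction 6290 in place of 10418. With the replicate block as well, these 9 counts were 135, 231, 776, 407, 955, 1716, 71, 3710 and 6288. DESeq2 on the groups compared only gave 148 genes for E2 and 382 for (2R,6R)-HNK, and a minimum of 10 counts in every library gave 180 for E2. With a log2 fold change of at least 1 in both comparisons, 48 genes changed further by E2+ketamine.

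The replicate block alone kept each count within 1.5 times of the unblocked one, as in 3379 against 3389 genes changed by at least 1 treatment. Same-numbered libraries showed no common deviation over all genes, with a mean correlation of -6.4e-05. Crossing the numbers of E2+ketamine, chosen after a correlation of -0.12 with vehicle was seen over expressed genes, gave 1755 genes for that treatment, the same number as with the labels as given.

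Upper-quartile normalization moved the median log2 fold change of all genes from -0.0644 to 0.0402 for E2+(2S,6S)-HNK. It raised the share of changed genes that were higher from 64.5% to 75.9% for E2, from 72.5% to 85.0% for ketamine and from 48.7% to 68.4% for (2R,6R)-HNK. The share rose from 57.7% to 70.3% for (2S,6S)-HNK, from 40.5% to 55.9% for E2+ketamine, from 53% to 66% for E2+(2R,6R)-HNK and from 71.4% to 82.2% for E2+(2S,6S)-HNK. After the GC and length correction it was 84.3% for ketamine, 65.0% for (2R,6R)-HNK, 73.2% for (2S,6S)-HNK, 67.2% for E2+ketamine and 70.8% for E2+(2R,6R)-HNK.

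The interferon list kept its direction in every setting and lost significance in several. With the inter-gene correlation estimated from the data, its medians stayed at 0.327 for E2, 0.398 for ketamine, 0.588 for each metabolite, 0.742 for E2+ketamine, 0.493 for E2+(2R,6R)-HNK and 0.316 for E2+(2S,6S)-HNK against vehicle, with camera adjusted p from 0.0606 to 0.0817. Against E2, the median for (2S,6S)-HNK stayed at 0.201 (camera adjusted p = 0.073). The core list gave 0.164 for E2 and 0.375 for E2+(2R,6R)-HNK (camera adjusted p = 0.0965 and 0.0907). The genes of Figure 3A gave 0.57 for E2, 0.551 for E2+(2R,6R)-HNK, 0.277 for E2+(2S,6S)-HNK and, for (2S,6S)-HNK against E2, 0.331 (camera adjusted p = 0.0786, 0.0851, 0.0851 and 0.1775). Over 7 alternatives, camera or fgsea adjusted p ranged from 0.0006074 to 0.09653 for E2, 1.358e-10 to 0.06064 for ketamine, 3.663e-09 to 0.06794 for (2R,6R)-HNK, 1.151e-05 to 0.06794 for (2S,6S)-HNK, 8.061e-09 to 0.06794 for E2+ketamine, 0.001941 to 0.09067 for E2+(2R,6R)-HNK and 0.0006074 to 0.08509 for E2+(2S,6S)-HNK. For (2S,6S)-HNK against E2 it ranged from 0.001263 to 0.1775. With 1 library left out in each of 4 fits, the median ranged from 0.301 to 0.336 for E2, 0.563 to 0.598 for (2R,6R)-HNK, 0.454 to 0.661 for (2S,6S)-HNK, 0.698 to 0.75 for E2+ketamine, 0.443 to 0.502 for E2+(2R,6R)-HNK and 0.26 to 0.308 for E2+(2S,6S)-HNK. Against E2 it ranged from 0.148 to 0.213 for (2R,6R)-HNK and from 0.181 to 0.258 for (2S,6S)-HNK.

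The odds ratio of the STAT motif fell to the other side of 1, to 0.9596 in the wider window and to 0.9871 with the paper's 237 genes, and no value passed. Correlations with a separate vehicle library for each profile were 0.5743, 0.6162 and 0.5976 for ketamine and (2R,6R)-HNK, ketamine and (2S,6S)-HNK, and the metabolites. With at least 10 counts in every library they were 0.839, 0.852 and 0.8252, and after the GC and length correction 0.6449, 0.6909 and 0.5736. With 1 library left out in turn they ranged from 0.5842 to 0.8193, from 0.6207 to 0.8256 and from 0.5526 to 0.7822.

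After the GC and length correction, log2 fold changes reversed for SIN3A (0.057 with ketamine), IL6 (0.089 with ketamine), SOCS3 (-0.02 with (2R,6R)-HNK, -0.302 with (2S,6S)-HNK), SOCS1 (-0.505 with (2S,6S)-HNK), STAT4 (0.159 with ketamine, 0.435 with E2), EEF2 (-0.032 with E2) and MTOR (-0.042 with E2). Upper-quartile normalization reversed IL6 (0.00037) and MTOR (0.039) with ketamine and STAT4 with E2 (0.051). STAT4 with E2 was 0.01 by DESeq2, and STAT4 with (2R,6R)-HNK was -0.008 with the replicate block. With 1 library left out in turn, the ranges that crossed 0 were -0.894 to 0.34 for STAT4 with ketamine, -2.761 to 0.865 with (2R,6R)-HNK, -7.073 to 0.128 with (2S,6S)-HNK and -0.863 to 0.545 with E2. They were -0.22 to 0.04 for IL6 with ketamine, -0.041 to 0.33 for IL1B with (2R,6R)-HNK, -0.123 to 0.263 for SOCS1 with (2S,6S)-HNK, -0.297 to 0.485 for MX1 with E2 and -2.9e-05 to 0.048 for MTOR with E2. Of 872 other fits of 175 named-gene results, 820 kept direction and side of the threshold, 27 became weaker, 11 stronger and 14 reversed. Among genes called with both libraries, 79.3% to 93.1% kept a log2 fold change past 1 in the 28 fits that each left out 1 library, and at most 2 genes changed sign in a fit.

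Depth limits the low genes. OAS1, OAS2, MX2, BST2 and SYN1 had between 6 and 30 counts in a vehicle library, and 3 counts are 0.05425 CPM in the smallest library.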

Differences from the paper's values

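The paper gives 155 genes changed further by E2+ketamine, and 6760 were found here. None of the alternatives set before the data were examined closed the gap. They gave 6267 with DESeq2 on all libraries, 3722 after the GC and length correction, and 48 with a log2 fold change of at least 1 in both comparisons. Supplementary Table 3 names 202 genes, more than 155, so the list behind that table is not clear.

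DESeq2 on all 16 libraries gave 570 STAT3 complex genes changed by ketamine, 172 of them higher and 398 lower. The paper gives 570, 172 and 397, and the edgeR fit gave 577, 155 and 422.

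The paper states that BDNF rose with ketamine and both metabolites, by RNA-seq and on Western blots. The counts bear on the RNA only, not on the protein. In them the log2 fold change of BDNF was 0.17 with ketamine, -0.48 with (2R,6R)-HNK and -0.26 with (2S,6S)-HNK. None of the settings run gave a rise of BDNF with a metabolite. The paper states the same of SYN1, which did not pass with ketamine or (2R,6R)-HNK here (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.501 and 0.072). Upper-quartile normalization called SYN1 with (2R,6R)-HNK (edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p = 0.0444; 0.0444 to 0.5417 over 5 alternatives), and no setting called it with ketamine.

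The paper states that all genes of Figure 3A were regulated by ketamine and its metabolites, measured by real-time PCR. In the RNA-seq counts OAS2 did not pass with any of the 3, and SOCS1 did not pass with (2S,6S)-HNK. OAS2 with (2R,6R)-HNK was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the groups compared only (adjusted p = 0.02615; 0.02615 to 0.09166 over 5 alternatives) and by the same test with upper-quartile normalization (adjusted p = 0.0373). It was also called by that test after the GC and length correction, chosen for single genes after their values were seen (adjusted p = 0.0274), and with adjustment over the 13 genes alone. No setting called OAS2 with ketamine or (2S,6S)-HNK, or SOCS1 with (2S,6S)-HNK.

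The paper states that the response to type I interferon set ketamine and its metabolites apart from E2 alone. The list written here also rose with E2 alone, by a median of 0.327 (camera adjusted p = 0.00744). After the GC and length correction, this median was 0.131 (camera adjusted p = 0.0171). It was then 0.306 with ketamine, 0.26 with (2R,6R)-HNK and 0.379 with (2S,6S)-HNK. The core list (0.0965), the genes of Figure 3A (0.0786) and the inter-gene correlation estimated from the data (0.081) gave camera adjusted p-values for E2 that did not pass. After the GC and length correction, the core list passed for E2 (camera adjusted p = 0.0006074). Over 7 alternatives, some chosen after the data were seen, the camera or fgsea adjusted p for E2 ranged from 0.0006074 to 0.09653. Compared directly with E2 alone, the list was higher with ketamine, (2R,6R)-HNK and (2S,6S)-HNK (camera adjusted p = 0.000958, 6.32e-06 and 0.00718). For (2S,6S)-HNK, this did not pass with the inter-gene correlation estimated from the data (camera adjusted p = 0.073) or with the genes of Figure 3A (camera adjusted p = 0.1775).

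The paper states that the STAT motif was enriched in the promoters of the genes changed by ketamine and both metabolites. The odds ratio here was 1.08 (one-sided Fisher's exact test, p = 0.36), and neither alternative raised it. It came from every match to the sequence, which 23.6% of the other genes tested had too. The paper used GSEA software and its gene sets, so this does not repeat the paper's test. The paper's list of those genes includes IFITM1, which the edgeR fit did not call in all 3 comparisons. DESeq2 on the groups compared only and upper-quartile normalization did call it.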

Other observations

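The match of the STAT3 complex to lists of like expression and GC content was set before its result was seen; the other tests in this part were chosen after.

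Vehicle differed from all 7 treatments along the GC content of genes. The GC slopes of the 2 libraries of a condition, in log2 units per 10% of GC content, differed by at most 0.0431, so a bias that varies from library to library would not give the pattern. Each treatment's mean slope differed from that of vehicle by at least 0.2493. A GC or length bias shared by the 2 libraries of a condition, from library preparation or handling of the cells, could give this, and so could a response of the cells to every treatment. The data cannot tell these apart. With the correction, 1734 genes were changed by at least 1 treatment, against 3389 without it, and the calls were partly of other genes.

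Other technical explanations for the number of changed genes were tested. With every library thinned to the smallest total, 3353 genes changed, so depth is an unlikely explanation. The 10 highest genes took at most 9.08% of a library. Of counts from 1 to 9, 65.8% were even, which may mean that both reads of a pair were counted; with counts halved, 3094 genes changed.

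Several results kept or lost their size after the GC and length correction. The interferon list still rose with ketamine and both metabolites, with a largest camera adjusted p of 0.00225. Its median went from 0.398 to 0.306 with ketamine, from 0.588 to 0.26 with (2R,6R)-HNK and from 0.588 to 0.379 with (2S,6S)-HNK. STAT3 still rose, by at least 0.258. The fall of SIN3A did not remain, with a lowest log2 fold change of -0.075, so it may follow from its GC content of 44.3%. EEF2, with a GC content of 59.7%, rose by 0.023 with (2R,6R)-HNK, which did not pass, and by 0.21 with (2S,6S)-HNK, which did. Noise of shared vehicle libraries and GC content were also weighed for the correlation of drug profiles. The lowest r was 0.5743 with a separate vehicle library for each profile and 0.5736 after the correction, so neither explanation alone is likely to account for it.

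Expression level and GC content together may explain the number of STAT3 complex genes changed by ketamine. The complex lay at percentile 99.99 of random lists matched on expression, but at percentile 95.68 of lists matched on expression and GC content together, inside the middle 95% of them. After the GC and length correction, 550 complex genes passed, and the median absolute log2 fold change of the complex went from 0.273 to 0.193. The share that passed went from 85.0% to 81% in the complex and from 59.3% to 47.9% among all genes, a larger fall. No matched lists were drawn after the correction, so these values do not decide the part of GC content.

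CDK18 was at 58.2 ± 0.6045 CPM (SD, n = 2) with (2S,6S)-HNK, 63.0 ± 0.107 with E2+(2R,6R)-HNK and 47.4 ± 2.77 with E2+(2S,6S)-HNK. It was at 10.8 ± 0.407 in vehicle, and at 18.7 ± 1.23 with E2, 29.2 ± 0.226 with ketamine, 23.4 ± 2.05 with (2R,6R)-HNK and 25.9 ± 2.58 with E2+ketamine. No biological explanation was tested for this grouping.

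E2 alone at 0.1 nM changed 290 genes. The estrogen receptor gene ESR1 had at most 2 counts in a library, ESR2 was at 0.489 ± 0.0677 CPM (SD, n = 2) in vehicle, and GPER1 at 0.996 ± 0.229 CPM.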
